# RNA sequencing data of mouse 2-cell embryos treated with DMSO

**DOI:** 10.1016/j.dib.2019.105025

**Published:** 2019-12-19

**Authors:** Min-Hee Kang, Seong-Yeob You, Kwonho Hong, Jin-Hoi Kim

**Keywords:** Dimethyl sulfoxide, RNA sequencing, Preimplantation embryo, Epigenetics, Acetylation

## Abstract

To understand the effect of DMSO in preimplantation embryos, we have treated mouse 1 cell zygotes with DMSO and found that DMSO treatment caused 2 or 4 cell embryonic arrest and altered the acetylation levels of mouse preimplantation embryos To illustrate the mechanism of DMSO in mouse preimplantation embryos, fertilized zygotes have been treated with 2% of DMSO and then performed RNA-seq analyses. Differentially expressed genes were identified using DESeq2 after adjustment for false discovery rate (FDR q value < 0.05). Gene Set Enrichment Analysis (GSEA) was also performed to identify biological pathways significantly modulated by DMSO. Raw and processed RNA-seq data were deposited and made publicly available on the Gene Expression Omnibus (GEO; GSE124598). The data presented in this article are related to the research paper entitled “DMSO impairs the transcriptional program for maternal-to-embryonic transition by altering histone acetylation”, available in Biomaterials [1].

**Table:** Specifications Table

Subject	Developmental Biology
Specific subject area	Molecular biology of mouse embryos; Epigenetics; Genomic activation
Type of data	Figures, Table
How data were acquired	High-throughput sequencing using Illumina HiSeq2500 and computational working in R software.
Data format	- Raw data in repository: mapped reads data (.bedgraph) and calculated TPM values for each gene (.txt). - Statistically analysed and filtered differentially expressed genes (DEGs), gene ontology (GO), and pathways (supplementary data;.xls).
Parameters for data collection	Two groups of 2-cell embryos were used. One group is treated with 2% DMSO and another group is control.
Description of data collection	We cultured 18 hours post hCG zygotes in KSOM media supplemented with or without 2% DMSO for 24 hours and then fifty numbers of developed 2-cell embryos in each group were subjected to low-put RNA sequencing. Raw FASTQ files were mapped and quantified using Kallisto tool and differentially expressed genes (DEGs) were analyzed by DESeq2 package in R. Also, enrichment tests based on KEGG and REACTOME pathways for DEGs were conducted using ClueGO and CluePedia plug-in in Cytoscape 3.6 software.
Data source location	Konkuk University, Seoul, South Korea
Data accessibility	Repository name: Gene Expression Omnibus (GEO) Data identification number: GSE124598 Direct URL to data: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE124598
Related research article	Author's name: Min-Hee Kang, Seong-Yeob You, Kwonho Hong, and Jin-Hoi Kim Title: DMSO impairs the transcriptional program for maternal-to-embryonic transition by altering histone acetylation Journal: Biomaterials https://doi.org/10.1016/j.biomaterials.2019.119604

**Table:** 

**Value of the Data** • The network data analysis such as gene ontology (GO), molecular pathways, and transcriptomic analysis of 2-cell embryos treated with DMSO could provide novel insights about the differential responses between maternal and embryonic clock. • Mapped reads data and TPM values in raw data could be useful to predict developmental arrest of early embryos via incomplete epigenetic reprogramming and cellular stress induced by DMSO. • RNA-seq analysis offer researchers to test whether DMSO is associated with possible toxicity and/or a range of serious side effects in cellular function and growth. • Mouse preimplantation embryo-based assays can provide timely alerts about widespread applications of DMSO as a positive control or drug solvent agent.

## 1 Data

Datasets presented here were employed in the main work “DMSO impairs the transcriptional program for maternal-to-embryonic transition by altering histone acetylation” Kang et al., 2020 [1]. Fig. 1 illustrates the experimental procedure. 

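Zygotes of BDF1 mice (first-generation crosses of C57BL/6 and DBA/2) were cultured for 24 h in KSOM, a medium for preimplantation embryos, with 2% dimethyl sulfoxide (DMSO) or without it. RNA of embryos at the 2-cell stage was sequenced, 50 being collected for each group. Whether each library held 50 or a part of them is not stated. Nor is it stated whether the 2 libraries of a group came from separate batches of embryos. If they came from one batch, the p-values below measure spread between libraries and not between batches. The methods place the collection of zygotes at 18 to 20 h after the injection of human chorionic gonadotropin (hCG), and the sample labels at 18 h. There are 2 libraries of control embryos and 2 of DMSO-treated embryos, numbered as replicates 1 and 2 in each group. The authors quantified transcripts with kallisto, which assigns reads to transcripts by matching short words of sequence and splits reads shared by several transcripts by an estimate. They summed the transcripts of each gene with tximport and deposited TPM values, in which a gene's reads are scaled by transcript length and by the library's total, for 30049 Ensembl genes. TPM values keep no depth. The authors' estimated counts for the genes of the supplementary sheet, as far as it was read here, summed to 2542344 and 2417928 in the control libraries and to 1996082 and 1760035 in the DMSO libraries, and the total depth of each library is not given here. The genes in the table summed to 768174 and 780527 TPM in control replicates 1 and 2 and to 772487 and 799166 TPM in DMSO replicates 1 and 2. Values above 0 were listed for 18661, 18369, 18705 and 18952 genes in these libraries. The 20 most abundant genes held 22.2% and 23.6% of the TPM sum in the control libraries and 29.4% and 35.1% in the DMSO libraries. Genes were tested on log2(TPM + 1) with limma, a linear model that shares information on the variance between genes, with a trend of the variance on the mean and Benjamini-Hochberg adjustment. The 12038 genes with a mean of at least 1 TPM over the 4 libraries were tested. Fold changes are therefore on the log2(TPM + 1) scale, which understates the change of genes with low values. The replicate numbers are shared by the groups, and the deviations of same-numbered libraries from their group means correlated across genes (r = 0.35, genes not being independent replicates). Results with the replicate number as a block are given beside those without it, where that fit was run. With 2 libraries against 2, an exact permutation test of a single gene cannot go below p = 0.33.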

RNA-seq analysis was performed in 2-cell mouse embryos cultured after supplementation of 2% DMSO. The raw data generated from Illumina sequencing were deposited on the Gene Expression Omnibus (GEO) with the reference number GSE124598 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE124598).

**Fig. 1:**
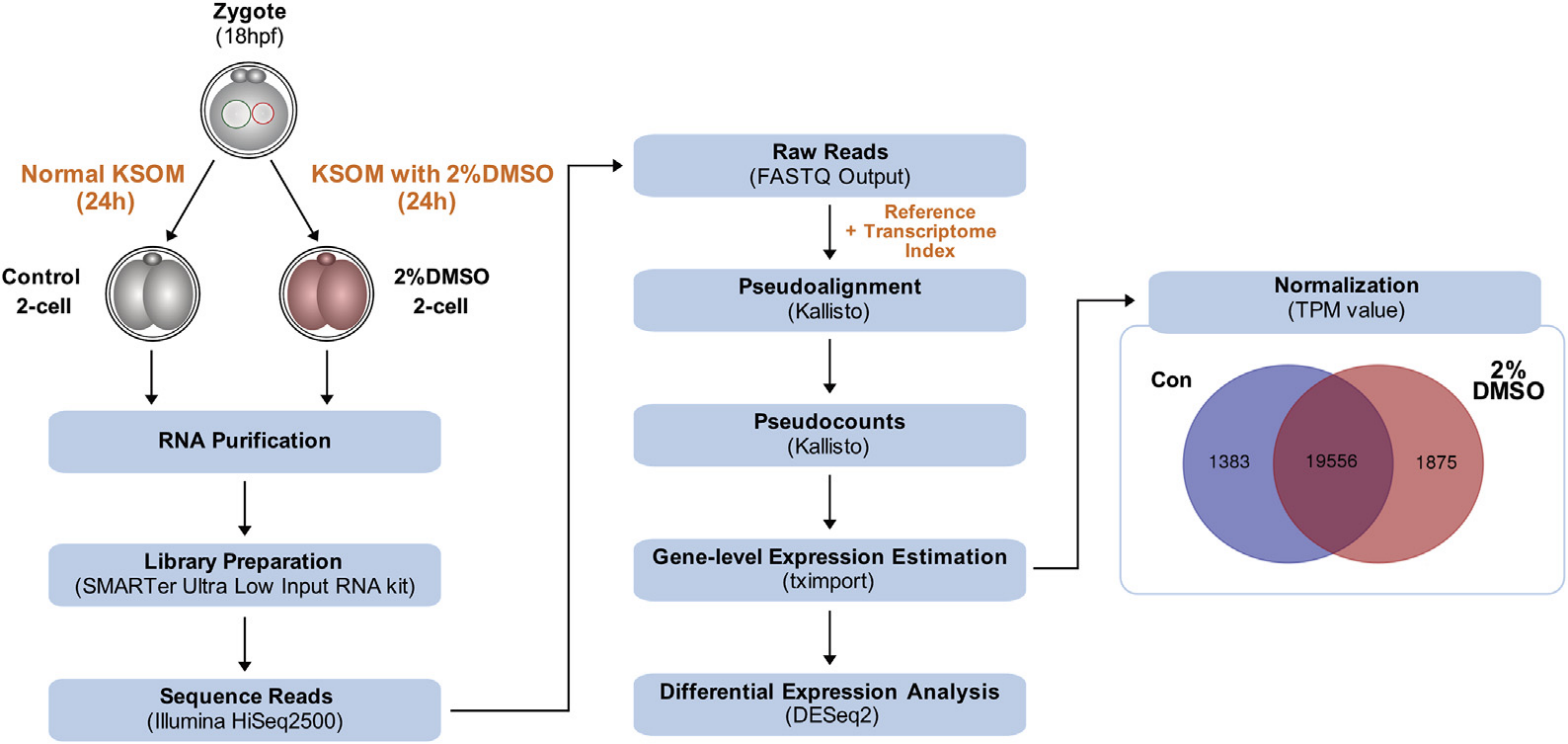
**Pipeline of RNA-Seq analysis for DMSO-treated 2-cells.** Based on gene-level expression estimation, 19,556 genes were expressed in common in both control and treated groups.

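With a gene called expressed in a group when its TPM was above 0 in at least 1 of the group's 2 libraries, 18743 genes were expressed in both groups, 1537 in the control group alone and 1977 in the DMSO group alone. The genes found in one group were of low abundance. Their median TPM in that group was 0.114 for the control group and 0.109 for the DMSO group, against 2.48 over the 4 libraries for the genes expressed in both. Of the genes in the control group alone 94.0% were below 1 TPM, and of those in the DMSO group alone 95.5%. The rule moved the count most when a mean of at least 1 TPM in the group was asked for, which left 10639 genes in both groups, 1099 in the control group alone and 1194 in the DMSO group alone. From TPM values alone, a value of 0 in these libraries cannot be told from a transcript too rare to be sampled.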

RNA-seq analysis was performed in the 2-cell embryos with/without DMSO supplementation. In total, 3,742, which is ∼20.29% of the total valid genes, genes were differentially expressed in DMSO-treated embryo compared with control embryo with criteria of FDR < 0.05. 

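On the TPM values, limma called 2470 of the 12038 genes tested, or 20.5%, at an adjusted p-value under 0.05, with no replicate block. With the replicate number as a block, 5132 genes were called, and all 2470 were among them. Without the block, the number of calls rested on the filter on low values, and other filters were not run with the block. With every gene above 0 TPM in any library tested, which made 22257 genes, 0 genes were called, although 5368 had an unadjusted p-value under 0.05. In that fit the prior degrees of freedom, which set how far limma draws a gene's variance towards that of other genes, were 2.15, against 4.59 with the filter, and each gene has 2 residual degrees of freedom of its own. A filter at a mean of 5 TPM gave 2450 genes out of 7470 tested. The paper's supplementary sheet of differentially expressed genes, as far as it was read here, lists 1959 of the genes tested. All 1959 changed in the same direction as in the sheet, and 1215 of them, or 62.0%, were called. Since these genes were chosen by the paper from the same libraries, this is a comparison of tests and not of experiments.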

Of these differentially expressed genes, 1,415 genes were up-regulated, whereas 1,758 genes were down-regulated in DMSO-treated embryo (Fig. 2). 

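Among the genes called at an adjusted p-value under 0.05 by limma without the replicate block, 761 were more than 2-fold higher and 1642 more than 2-fold lower in DMSO-treated embryos, so that 31.7% were higher. The balance depended on the scaling between libraries. With quantile normalization of the log2 values 1062 were higher and 1103 lower, or 49.1% higher. With median-ratio scaling of the TPM values 933 were higher and 1224 lower, or 43.3% higher. With the replicate block on the deposited values the numbers were 1517 and 2226. The median log2 fold change of all genes tested was -0.09 on the deposited values and 0.01 after quantile normalization. Of the genes with a mean of at least 10 TPM and no overlap between the groups, Psme3 (ENSMUSG00000078652, a proteasome activator subunit, chromosome 11 of GRCm38 from 101316213 to 101323537 in GENCODE M21) was at 92.3 and 76.1 TPM in the control libraries and at 1.62 and 2.56 TPM in the DMSO libraries. Its log2 fold change was -4.80 (standard error 0.31, limma adjusted p = 0.00647, and 0.00211 with the replicate block). Without any one library it lay between -5.02 and -4.58. Morf4l2 (ENSMUSG00000031422, chromosome X from 136732942 to 136743690) rose from 3.72 and 2.56 TPM to 81.1 and 48.3 TPM, a log2 fold change of 3.96 (standard error 0.36, limma adjusted p = 0.0181, and 0.00211 with the block), and 17.9% of the 31-base words of its transcripts also occur in transcripts of other genes. Zfp791 (ENSMUSG00000074194, chromosome 8 from 85108553 to 85123095) was listed at 0 in both control libraries and at 26.6 and 19.9 TPM in the DMSO libraries. ENSMUSG00000095505, on the unplaced sequence JH584296.1, was listed at 0 in both control libraries and at 62.1 and 51.8 TPM in the DMSO libraries. Another 5 of these 10 genes are uncertain, because kallisto splits reads between genes that share sequence. All 31-base words of the processed pseudogenes Gm12112, Gm10052, Gm7334 and Gm12396 occur in other genes, and 90.9% of those of Gm20721. Gm12112 was at 148 and 99.4 TPM in the control libraries and Gm10052 at 95.1 and 48.3 TPM, and both were at 0 or nearly 0 in the DMSO libraries. Gm7334 fell from 33.6 and 45.8 TPM to 1.3 and 0.819 TPM. Gm12396 rose from 7.58 and 9.87 TPM to 140.3 and 83.2 TPM, and Gm20721 from 0 and 2.96 TPM to 20.5 and 25.0 TPM. ENSMUSG00000079192, on the unplaced sequence GL456210.1, was at 59.2 and 128.1 TPM in the control libraries and at 4.49 and 0 TPM in the DMSO libraries. Shared sequence was not analysed for it or for ENSMUSG00000095505. Without the filter on low values none of the 10 genes had an adjusted p-value under 0.05, the lowest being 0.102.

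**Figure D1:**
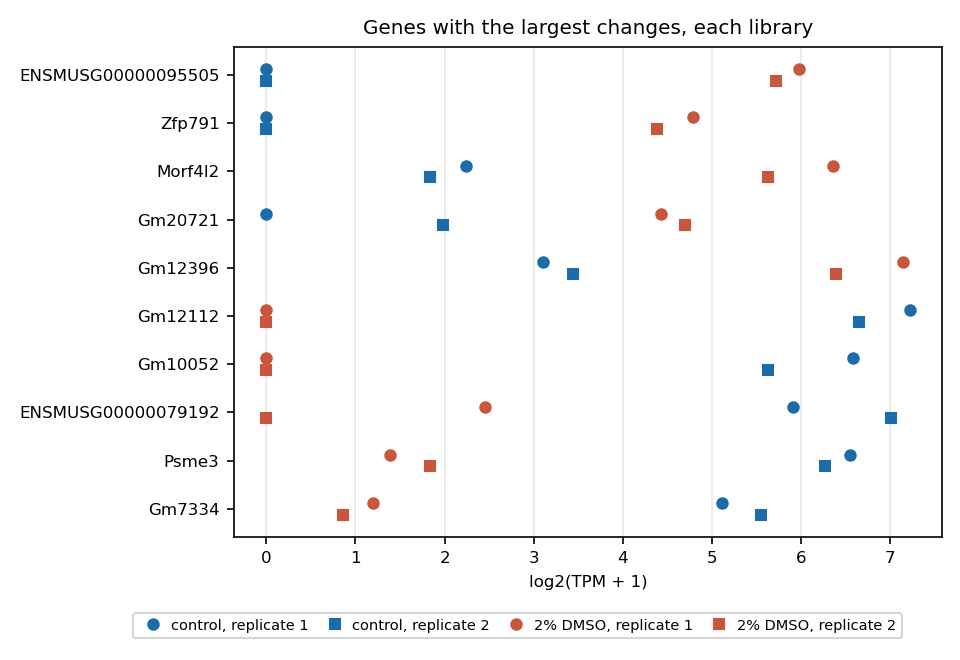
Values of the 5 genes that rose most and the 5 that fell most, as log2(TPM + 1) on the horizontal axis. Each point is 1 library (blue for control, red for 2% DMSO, circles for replicate 1 and squares for replicate 2), and for each gene both libraries of one group lie above both of the other.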

DEGs were significantly enriched in total 72 KEGG and REACTOME pathways terms (adjusted p-value < 0.01) and the terms were mainly clustered into 4 characterized groups (Fig. 3).

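The genes that the paper's supplementary pathway sheet lists for these terms were looked up in the TPM values. The sheet as read here holds 71 terms, of which 35 have an adjusted p-value under 0.01 and the rest reach up to 0.047. Of its genes 412 were tested, 287 lower and 125 higher in DMSO-treated embryos, with a median log2 fold change of -1.23. In Group 4 all 23 genes and in Group 3 all 17 genes were lower, in Group 2 46 of 51, and in Group 1 136 of 233. The listed genes had been selected as differentially expressed in the same libraries, so whole gene families, whose members were listed by name without regard to the values, were tested with limma's camera, which compares a family with all other genes. The eIF and RNA polymerase families correspond to terms that the paper found in these same libraries. Its terms also name free ribosomal subunits, which bears on the ribosomal proteins. The tests of these families therefore describe them as a whole and are not independent of the paper's finding. The 21 subunits of the initiation factors eIF2, eIF2B and eIF3 had a median log2 fold change of -1.53, all 21 being lower (camera adjusted p = 7.59e-08, and 5.33e-08 with the replicate block). Their median log2(TPM + 1) was 6.03 and 6.24 in the control libraries and 4.78 and 5.36 in the DMSO libraries. Of 28 subunits of RNA polymerases I, II and III 25 were lower, with a median of -1.04 (camera adjusted p = 5.8e-06, and 8.1e-06 with the block). Of 76 cytosolic ribosomal proteins 75 were lower, with a median of -1.07 (camera adjusted p = 2.15e-11, and 2.22e-16 with the block). Of these families 16, 15 and 32 genes, in the same order, were called over all genes tested, and 17, 20 and 50 when the adjustment was made within the family. All of those called over all genes were lower. With the replicate block 19, 21 and 64 were called lower, and 0, 1 and 0 higher. The medians of the 3 families lay at or below the 0.07th percentile of 10000 random gene lists matched on mean expression. The lists draw each gene independently, so these percentiles take no account of genes varying together. The camera values above take a correlation of 0.01 between the genes of a family. With the correlation estimated from the residuals of the 4 libraries, which gave 0.432, 0.181 and 0.696, the adjusted p-value was 0.59 for each of the 3 families. With the replicate block the estimates were 0.238, 0.048 and 0.358, and the adjusted p-values, from 1 residual degree of freedom, 0.465, 0.454 and 0.465.

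**Figure D2:**
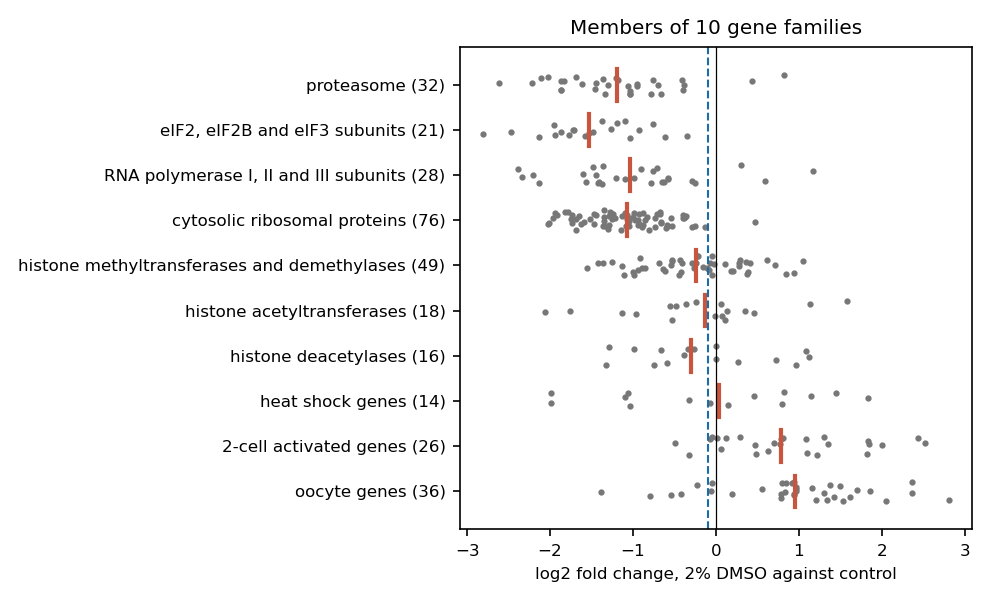
Log2 fold change of each member of 10 gene families, 2% DMSO against control, with the number of members tested in brackets. Each grey point is a gene, each red bar a family's median and the dashed line the median of all genes tested (-0.09); the medians reach from -1.53 for the eIF subunits to 0.95 for the oocyte genes, and those of the heat shock genes and histone deacetylases change sign without DMSO replicate 1.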

**Fig. 2:**
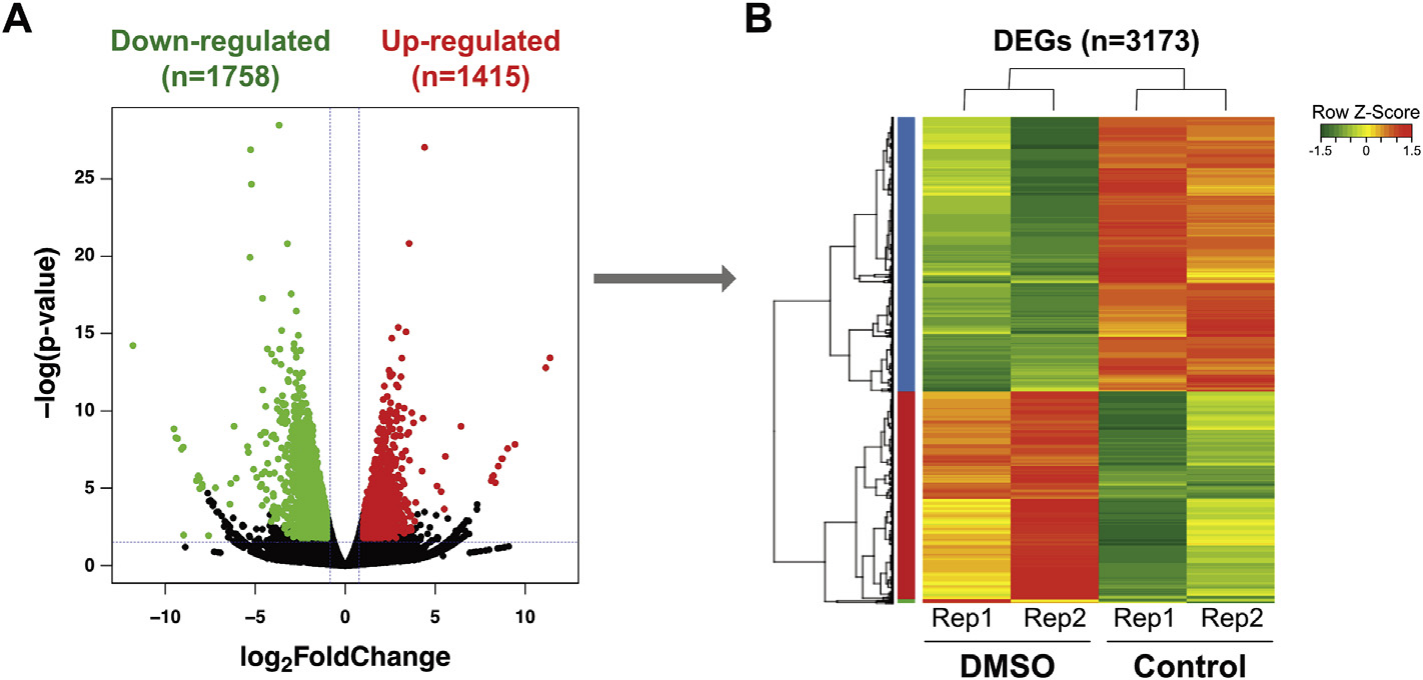
**Up- and Down-regulated differentially expressed genes (DEGs) by DMSO in 2-cell embryos.** (A) Each DEG is plotted with logged p-value and fold change values as scatter plot. Up- and down-regulated genes are represented as red and green dots, respectively (|fold change| >2; *p*-value < 0.05). (B) Significantly changed DEGs (n = 3,173) were hierarchically clustered with heatmap based on logged TPM value. Detailed DEGs and TPM values are listed in supplementary data and data repository (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE124598).

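Over the 12038 genes tested, the correlation of log2(TPM + 1) across genes was 0.963 between the 2 control libraries and 0.948 between the 2 DMSO libraries. Between a control and a DMSO library it ran from 0.812 to 0.914. Average-linkage clustering on these correlations joined the libraries by group, and it did so with a pseudocount of 0.1, with Spearman's correlation and over all genes above 0 TPM. The smallest margin between a correlation inside a group and one between groups was 0.016, over all genes above 0 TPM. The clustering uses all genes tested and not the called genes, which separate the groups by their selection. The genes are not independent replicates, and no test was made of 4 libraries.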

**Fig. 3:**
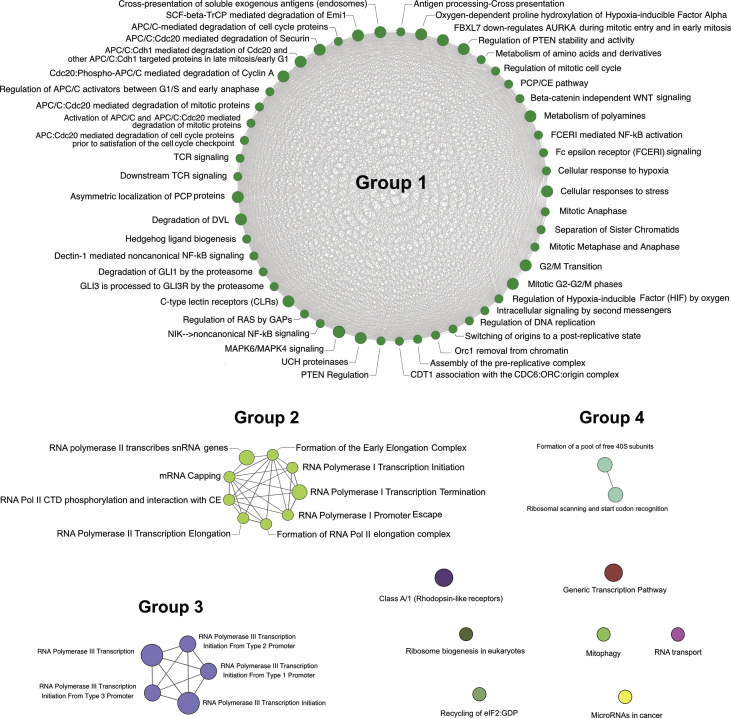
**Interactive string network of KEGG and REACTOME pathways for DEGs.** Enriched KEGG and REACTOME pathways for DEGs are mainly clustered as Group 1–4 using ClueGO plug-in in Cytoscape 3.6. Detailed genes on each pathway node are listed in Table 1 and Supplementary Data.

Next, we interpreted potential interactive pathways among DEGs associated with epigenetic gene expression, histone modifications (acetylation and methylation) in DMSO treated group using cerebral layout (Fig. 4). 

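The heat maps of Fig. 4 name 89 genes that were found in the TPM values. Of these 65 were lower and 24 higher in DMSO-treated embryos, with a median log2 fold change of -1.09. By panel, 29 of 41 were lower for epigenetic gene expression, 31 of 44 for histone methylation and 13 of 15 for histone acetylation. limma called 48 lower and 6 higher at an adjusted p-value under 0.05, and with the replicate block 63 were called lower and 22 higher. The paper drew these genes from its differentially expressed genes in the same libraries, so their directions are a description and were not tested as a list. Of the 40 genes drawn in the networks, 29 were lower and 11 higher, and 21 and 2 of these were called, or 28 and 10 with the block. Polr2h (chromosome 16 of GRCm38 from 20717665 to 20722267), a subunit shared by the RNA polymerases, fell from 304 ± 44.0 TPM (SD, n = 2) in control embryos to 59.6 ± 24.0 TPM (SD, n = 2) in DMSO-treated embryos. Its log2 fold change was -2.38 (standard error 0.34, limma adjusted p = 0.0181, and 0.0024 with the block). The histone acetyltransferase Hat1 (chromosome 2 from 71388958 to 71441622) fell from 61.0 ± 20.6 to 16.9 ± 2.91 TPM, and the histone methyltransferase Setd2 (chromosome 9 from 110532597 to 110618633) from 86.0 ± 14.6 to 31.4 ± 4.43 TPM (SD, n = 2). Their log2 fold changes were -1.76 (limma adjusted p = 0.0239, and 0.00323 with the block) and -1.42 (limma adjusted p = 0.0249, and 0.00397 with the block). Mecom (chromosome 3 from 29951296 to 30548008) rose from 9.44 ± 2.58 to 21.8 ± 1.49 TPM (SD, n = 2), a log2 fold change of 1.15 (limma adjusted p = 0.0471, and 0.0164 with the block). Hist2h2aa2, all of whose 31-base words occur in other genes, was at 7.62 and 7.66 TPM in the control libraries and at nearly 0 and 6.03 TPM in the DMSO libraries, and is uncertain. So is Hist2h3c1 (log2 fold change 1.24, limma adjusted p = 0.0647, and 0.0228 with the block), whose words are likewise all shared. Of the words of Taf9 70.7% are shared and of those of Hmga1 62.1%, the highest shares among the other network genes.

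**Figure D3:**
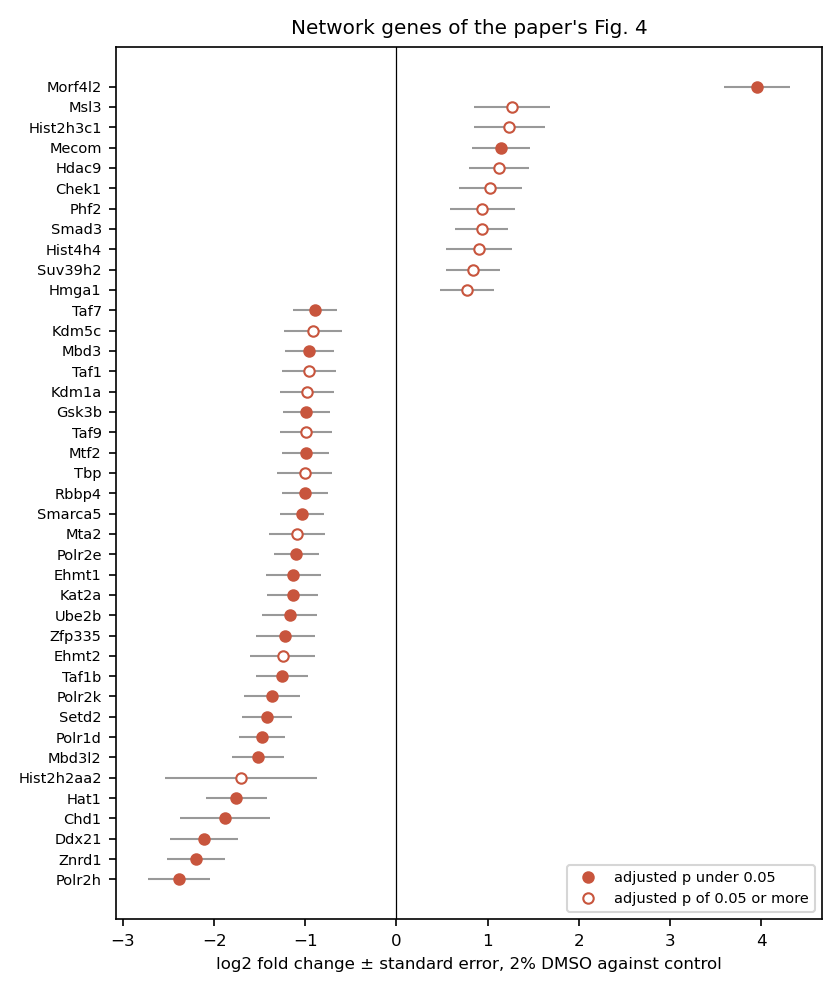
Log2 fold change of the 40 network genes of Fig. 4, 2% DMSO against control, with standard errors from limma as bars. Filled points have an adjusted p-value under 0.05; the values run from -2.38 for Polr2h to 3.96 for Morf4l2.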

Most of DEGs for histone modifications and binding events are significantly depressed at specific and highly characteristic genomic elements and locations in DMSO-treated groups, indicating that DMSO exhibits specific regulatory mechanisms related to regulation of transcription factors, compared with control embryos.

**Fig. 4:**
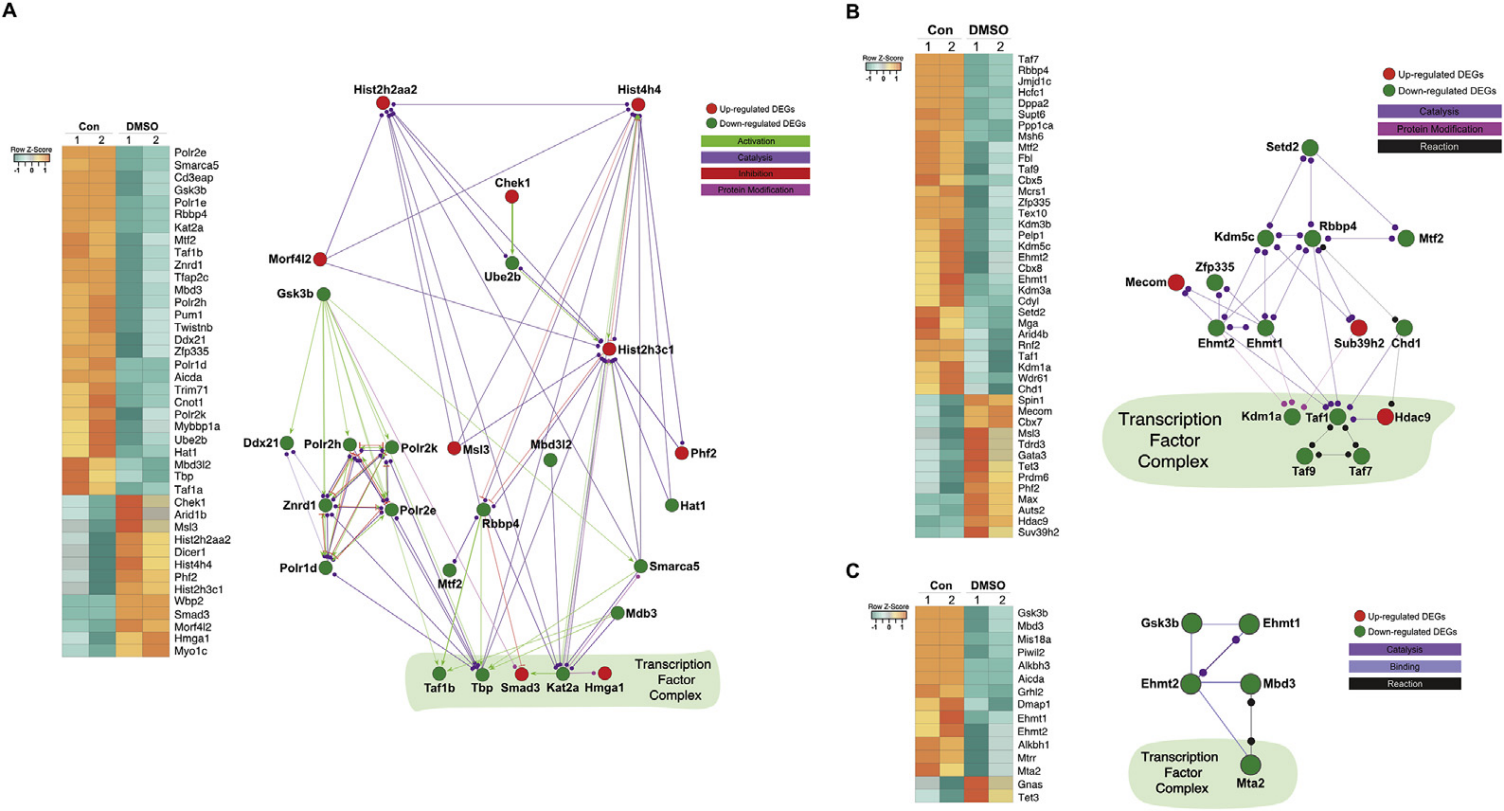
**Interrelation network among enriched DEGs for epigenetic gene expression and histone modification.** Based on GO enrichment test by ClueGO, heat maps and pathway-like visualizations for DEGs that associated with epigenetic gene expression (A), histone methylation (B) and histone acetylation (C) were created using CluePedia plug-in in Cytoscape 3.6 software. Functional relations between DEGs were drawn by colored lines, which represent activation (green), catalysis (purple), inhibition (red), protein modification (light purple) and reaction (black).

In this study, we proved our hypothesis by RNA-seq analysis to monitor the early embryonic impacts after exposure to DMSO and identified previously unknown underlying molecular mechanisms that explain the DMSO-induced embryonic toxicity, embryo loss, and infertility. 

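Families of histone-modifying enzymes were listed by name without regard to the values. Of 49 histone methyltransferases and demethylases 34 were lower and 15 higher in DMSO-treated embryos, with a median log2 fold change of -0.24 (camera adjusted p = 0.296, and 0.288 with the replicate block). limma called 4 of them, Ehmt1, Setd2, Kdm3b and Jmjd1c, all lower, and 0 when the adjustment was made within the family, where 15 had an unadjusted p-value under 0.05. With the replicate block 12 were called lower and 3 higher, the latter being Suv39h2, Nsd1 and Kdm1b. Of 18 histone acetyltransferases 10 were lower and 8 higher, with a median of -0.13 (camera adjusted p = 0.664, and 0.679 with the block). Kat2a, Hat1 and Gtf3c4 were called lower and Ncoa2 higher, and with the block 4 were called lower and 2 higher. Random lists of genes matched on mean expression had medians of -0.13 for both families, and the families' medians lay at the 27.6th and 50.0th percentile of these lists.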

Our study suggests for the first time that DMSO exposure induces a significant alteration in gene expression and the functionality of preimplantation embryos via alternations in epigenetic reprogramming. Thus, our findings emphasize that the use of DMSO as a standard control test or solvent requires far more cautious consideration, because DMSO can alter cell function by acting as a proteasome or HDAC inhibitor as well as inducing cell toxicity.

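Of 32 proteasome genes 30 were lower in DMSO-treated embryos, with a median log2 fold change of -1.20 (camera adjusted p = 2.31e-07, and 5.33e-08 with the replicate block). Their median log2(TPM + 1) was 6.12 and 6.35 in the control libraries and 5.12 and 5.11 in the DMSO libraries. limma called 16 of them, all lower, and with the block 25 lower and 1 higher. Psmc4 had the lowest log2 fold change, -2.61 (standard error 0.38, limma adjusted p = 0.0181, and 0.0024 with the block). With the inter-gene correlation estimated from the 4 libraries as 0.204, the camera adjusted p-value of the family was 0.59, and with the block, where the estimate was -0.016, it was 0.389 from 1 residual degree of freedom. The histone deacetylase family was listed by name and holds the sirtuins Sirt1 to Sirt7, so its values are not of Hdac genes alone. Of its 16 genes tested 9 were lower and 7 higher, with a median of -0.30 (camera adjusted p = 0.805, and 0.839 with the block). This median was 0.01 without DMSO replicate 1. Hdac1 and Sirt6 were called, both lower, with log2 fold changes of -0.99 (limma adjusted p = 0.0402, and 0.00773 with the block) and -1.33 (limma adjusted p = 0.0376, and 0.00924 with the block). When the adjustment was made within the family 0 were called, and 7 had an unadjusted p-value under 0.05. With the block 4 were called lower and 3, Hdac2, Hdac3 and Hdac9, higher. The paper's terms from these libraries include degradation by the proteasome, so the test of this family is not independent of them. These values are of RNA, and the activity of the proteasome or of histone deacetylases was not measured in these libraries. The paper proposes that DMSO changes gene expression in preimplantation embryos through epigenetic reprogramming, and it states that DMSO can act as an inhibitor of the proteasome or of histone deacetylases.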

**Table 1:** KEGG and REACTOME pathway analysis in DMSO-treated 2-cell embryos.

	Pathway ID	Pathway Term	adj_pvalue	No. of Genes	% Genes
1	R-MMU:2262752	Cellular responses to stress	0.00107233	92	24.02
2	R-MMU:72702	Ribosomal scanning and start codon recognition	0.00109672	23	41.07
3	R-MMU:1234176	Oxygen-dependent proline hydroxylation of Hyposia-inducible factor alpha	0.00115378	24	40.00
4	R-MMU:72689	Formation of a pool of free 40S subunits	0.00117991	20	44.44
5	R-MMU:8948751	Regulation of PTEN stability and activity	0.00118317	25	39.06
6	R-MMU:373076	Class A/1 (Rhodopsin-like receptors)	0.00134226	20	6.25
7	R-MMU:4641258	Degradation of DVL	0.00147675	22	41.51
8	R-MMU:74158	RNA Polymerase III Transcription	0.00154192	17	48.57
9	R-MMU:76046	RNA Polymerase III Transcription Initiation	0.00154192	17	48.57
10	R-MMU:6807505	RNA polymerase II transcribes snRNA genes	0.00160451	27	36.99
11	R-MMU:69275	G2/M Transition	0.00170795	50	28.57
12	R-MMU:212436	Generic Transcription Pathway	0.00209786	135	21.63
13	R-MMU:453274	Mitotic G2-G2/M phases	0.00214072	50	28.25
14	R-MMU:4608870	Asymmetric localization of PCP proteins	0.00222022	23	39.66
15	R-MMU:5689603	UCH proteinases	0.00278995	32	33.33
16	R-MMU:174113	SCF-beta-TrCP mediated degradation of Emi1	0.00288664	21	41.18
17	R-MMU:8854050	FBXL7 down-regulates AURKA during mitotic entry and in early mitosis	0.00288664	21	41.18
18	R-MMU:5687128	MAPK6/MAPK4 signaling	0.00300873	26	36.62
19	R-MMU:174154	APC/C:Cdc20 mediated degradation of Securin	0.00312854	24	38.10
20	R-MMU:5621481	C-type lectin receptors (CLRs)	0.003421	35	31.82
21	R-MMU:73863	RNA Polymerase I Transcription Termination	0.00380234	15	50.00
22	R-MMU:1236978	Cross-presentation of soluble exogenous antigens (endosomes)	0.00388676	20	41.67
23	R-MMU:174178	APC/C:Cdh1 mediated degradation of Cdc20 and other APC/C:Cdh1 targeted proteins in late mitosis/early G1	0.00417739	25	36.76
24	R-MMU:174184	Cdc20:Phospho-APC/C mediated degradation of Cyclin A	0.00417739	25	36.76
25	R-MMU:351202	Metabolism of polyamines	0.0042154	29	34.52
26	R-MMU:68882	Mitotic Anaphase	0.00531307	52	27.08
27	KEGG:03008	Ribosome biogenesis in eukaryotes	0.00545287	36	31.03
28	R-MMU:179419	APC:Cdc20 mediated degradation of cell cycle proteins prior to satisfaction of the cell cycle checkpoint	0.00560289	25	36.23
29	R-MMU:1234174	Regulation of Hypoxia-inducible Factor (HIF) by oxygen	0.00579829	24	36.92
30	R-MMU:2262749	Cellular response to hypoxia	0.00579829	24	36.92
31	R-MMU:5610780	Degradation of GLI1 by the proteasome	0.00584049	21	39.62
32	R-MMU:72086	mRNA Capping	0.00770714	14	50.00
33	R-MMU:112382	Formation of RNA Pol II elongation complex	0.00820743	21	38.89
34	R-MMU:75955	RNA Polymerase II Transcription Elongation	0.00820743	21	38.89
35	R-MMU:2555396	Mitotic Metaphase and Anaphase	0.00834028	52	26.94
36	R-MMU:6807070	PTEN Regulation	0.00889033	34	31.48
37	R-MMU:3858494	Beta-catenin independent WNT signaling	0.01005271	37	30.08
38	R-MMU:2871837	FCERI mediated NF-kB activation	0.01119674	26	35.14
39	R-MMU:5358346	Hedgehog ligand biogenesis	0.01121237	22	37.29
40	R-MMU:5607761	Dectin-1 mediated noncanonical NF-kB signaling	0.01133035	21	38.18
41	R-MMU:5610785	GLI3 is processed to GLI3R by the proteasome	0.01133035	21	38.18
42	R-MMU:5676590	NIK-->noncanonical NF-kB signaling	0.01133035	21	38.18
43	R-MMU:68827	CDT1 association with the CDC6:ORC:origin complex	0.01133035	21	38.18
44	R-MMU:73772	RNA Polymerase I Promoter Escape	0.01271169	14	48.28
45	KEGG:03013	RNA transport	0.01396122	46	27.54
46	R-MMU:2454202	Fc epsilon receptor (FCERI) signaling	0.01424613	36	30.00
47	R-MMU:5658442	Regulation of RAS by GAPs	0.01448249	23	35.94
48	R-MMU:68867	Assembly of the pre-replicative complex	0.01448249	23	35.94
49	R-MMU:73762	RNA Polymerase I Transcription Initiation	0.01479977	18	40.91
50	R-MMU:5205647	Mitophagy	0.01554993	13	50.00
51	R-MMU:77075	RNA Pol II CTD phosphorylation and interaction with CE	0.01554993	13	50.00
52	R-MMU:176409	APC/C:Cdc20 mediated degradation of mitotic proteins	0.01645248	25	35.21
53	R-MMU:176814	Activation of APC/C and APC/C:Cdc20 mediated degradation of mitotic proteins	0.01850655	25	34.72
54	R-MMU:113418	Formation of the Early Elongation Complex	0.0203327	14	46.67
55	R-MMU:9006925	Intracellular signaling by second messengers	0.02051725	62	24.60
56	R-MMU:2467813	Separation of Sister Chromatids	0.02055007	48	26.52
57	R-MMU:176408	Regulation of APC/C activators between G1/S and early anaphase	0.02193502	26	33.33
58	KEGG:05206	MicroRNAs in cancer	0.02406351	19	6.76
59	R-MMU:76061	RNA Polymerase III Transcription Initiation From Type 1 Promoter	0.02559861	13	48.15
60	R-MMU:76066	RNA Polymerase III Transcription Initiation From Type 2 Promoter	0.02559861	13	48.15
61	R-MMU:202424	Downstream TCR signaling	0.02570574	28	32.56
62	R-MMU:72731	Recycling of eIF2:GDP	0.02607639	7	77.78
63	R-MMU:71291	Metabolism of amino acids and derivatives	0.0304537	60	24.69
64	R-MMU:76071	RNA Polymerase III Transcription Initiation From Type 3 Promoter	0.04105632	13	46.43
65	R-MMU:202403	TCR signaling	0.04107335	31	30.10
66	R-MMU:174143	APC/C-mediated degradation of cell cycle proteins	0.04146255	27	32.14
67	R-MMU:453276	Regulation of mitotic cell cycle	0.04146255	27	32.14
68	R-MMU:69304	Regulation of DNA replication	0.04440004	24	33.33
69	R-MMU:68949	Orc1 removal from chromatin	0.04507583	23	34.33
70	R-MMU:69052	Switching of origins to a post-replicative state	0.04507583	23	34.33
71	R-MMU:1236975	Antigen processing-Cross presentation	0.04695947	27	31.76
72	R-MMU:4086400	PCP/CE pathway	0.04695947	27	31.76

## 2 Experimental design, materials, and methods

### 2.1 Animals and embryo collection

BDF1 (C57BL/6 × DBA/2; F1; Orient Bio Co. Ltd) mice (8–12 weeks olds) were used for analysis according to guidelines approved by the committee on animal care and use at Konkuk University (IACUC approval number: KU18199). Intraperitoneally injection was carried out in female mice were with pregnant mare's serum gonadotropin (PMSG; G4527, Sigma Aldrich; 5IU) followed human chorionic gonadotropin (hCG; CG10, Sigma Aldrich; 5IU) 48 h later, then mated with male mice. Fertilized oocytes with two pronuclei were collected from oviduct at 18–20 h of post hCG injection and each 10 zygotes was cultured in 20ul KSOM (95mM NaCl, 2.5mM KCl, 0.35mM KH_2_PO_4_, 0.2mM MgSO_4_, 10mM Sodium Lactate, 0.2mM Glucose, 0.2mM Sodium pyruvate, 25mM NaHCO_3_, 1mM Glutamine, 0.01mM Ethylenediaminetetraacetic acid, 5mg/ml Bovine albumine serum) supplemented with 2% DMSO (D2650, Sigma Aldrich) or without. BDF1 embryos with second polar body were collected and cultured in KSOM with/without 2% DMSO for further analysis.

### 2.2 Library preparation and RNA-seq

Fifty 2-cell embryos from each control and DMSO-treated group were directly subjected to cDNA synthesis using SMARTer® Ultra® Low Input RNA Kit (634940, Clonetech) according to the manufacturer's instructions. RNA quality was determined using the Agilent Bioanalyzer High Sensitivity DNA kit (5067-4626, Agilent). The synthesized cDNAs with 150-200bp size were used for the preparation of sequencing library using Low Input DNA Library Prep Kit (634946, Clonetech) according to the manufacturer's instructions, and subjected to size selection, followed paired-end reads data were obtained by performing 50 bp sequencing using HiSeq2500 (Illumina).

### 2.3 RNA-seq data analysis

Reads were pseudomapped using kallisto [2] with default parameters by transcriptome index from FASTA formatted transcriptomes files (GRCm38.re179) of ENSEMBL transcript database (mm10). Transcript abundance of each gene was quantified with the parameters (quant -t -b 100) as transcripts per kilobase million (TPM) using kallisto. Gene-scaled TPM values for each gene transcript were summed by tximport [3] in R/Bioconductor. Differentially expressed gene (DEG) were analyzed by DESeq2 [4] in R/Bioconductor with the parameters (baseMean counts >14; false discovery rate (FDR) < 0.05).

### 2.4 Pathway enrichment test and *in silico* analysis

DEGs were tested for pathway enrichment score in KEGG and REACTOME pathways using ClueGO [5] plug-in in Cytoscape 3.6 (http://www.cytoscape.org). To search potential associations among DEGs specific gene ontology (GO) terms regarding epigenetic gene expression, histone acetylation and histone methylation, ClueGO enrichment test were integrated into CluePedia [6] plug-in in Cytoscape 3.6 and analyzed.

How the deposited data were processed for this re-analysis (not part of the article)

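RNA of 2-cell mouse embryos was measured in 4 libraries, 2 of control embryos and 2 of embryos cultured with 2% DMSO for 24 h. The authors deposited one table of TPM values for 30049 Ensembl genes, made with kallisto on the Ensembl transcriptome of GRCm38 and summed per gene with tximport. The authors' own test for differential expression was DESeq2 on estimated counts. The TPM values are not counts, so no count test was run on them. Samples were grouped by the sample labels, which also give the replicate numbers used for the pairing. All columns of per-sample values were used.

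Gene names, transcripts and coordinates were taken from GENCODE M21, which is on GRCm38. It named 29589 gene identifiers, 1 was named by the paper's supplementary sheet and 459 had no name. TPM values keep no depth, and no counting error or detection floor was derived from them. For the 1984 genes of the supplementary sheet with values above 0 in all libraries, the ratio of the authors' estimated counts to TPM gave relative depths of 1.03 and 0.993 for the control libraries and 0.976 and 1.00 for the DMSO libraries.

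Genes with a mean of at least 1 TPM were tested on log2(TPM + 1) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend, no replicate block, Benjamini-Hochberg adjustment at 0.05, and a fold change above 2 where stated). Gene families were tested with limma's camera at an inter-gene correlation of 0.01, adjusted over 10 families, and their medians were set beside 10000 random lists matched on mean expression. The steps were tested on simulated data. With 200 of 12038 genes changed, 123 were recovered, or 61.5%, and 8 unchanged genes were called. The simulated log2 fold changes were at least 2 in size, and the noise was independent between libraries. The share recovered therefore does not hold for smaller changes or for deviations shared by same-numbered libraries. With no gene changed, 0 genes were called. Camera with the correlation estimated was run on 100 simulated data sets with 10 sets of 30 genes each, 6 of them shifted by -1. With no replicate block (2 residual degrees of freedom) it gave an adjusted p-value under 0.05 for 97.2% of the shifted sets with independent noise, for 7.3% with library noise shared by a set (correlation 0.35) and for 0% with a replicate effect of 0.5 shared by a set. With the block (1 residual degree of freedom) it did so for 0% in each case. Shared reads were assessed as the share of a gene's 31-base words, counted on either strand, that occur in transcripts of other genes. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used for the other steps.

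The genes named were fixed by a rule before the data were examined. They are the 5 genes higher and the 5 lower with the largest log2 fold change among those called with a mean of at least 10 TPM and no overlap between groups, the network genes of Fig. 4, and the members of the gene families. The families, the tests and most alternatives were fixed before the data were examined as well. These alternatives were a pseudocount of 0.1, no filter on low values, a mean of at least 5 TPM, eBayes without a trend, median-ratio scaling, quantile normalization, the replicate block, an estimated inter-gene correlation, and leaving out each library. Corrections for transcript length and GC content, TPM rescaled without mitochondrial genes, scalings combined with the block, the estimated correlation with the block, and filters between 0.01 and 0.5 TPM were added after results had been seen. Leaving out a library leaves 1 in its group, so only values and no tests are given for it. The pathway enrichment of the paper was not repeated, and the raw reads were not used here.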

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

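The tests of length and GC correction, of mitochondrial scaling, of genes varying together and of slower development were chosen only after results had been seen. The tests with lists matched on length and GC and with shared 31-base words were set before their results.

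The paper does not discuss oocyte genes or genes activated at the 2-cell stage as lists, and both were higher in DMSO-treated embryos. The 36 oocyte genes had a median log2 fold change of 0.95, with 29 higher (camera adjusted p = 1.05e-06, and 5.33e-08 with the replicate block), and the 26 genes activated at the 2-cell stage a median of 0.78, with 22 higher (camera adjusted p = 5.92e-06, and 2.8e-06 with the block). limma called 12 and 9 of them higher, and 1 oocyte gene, Zar1l, lower (log2 fold change -1.38, limma adjusted p = 0.028, and 0.00654 with the block). With the block 26 and 15 were called higher and 1 and 0 lower. Both medians stayed positive under median-ratio scaling, quantile normalization and without any one library. A correction for length and GC moved the medians of the oocyte and 2-cell activated genes, taken from the median of all genes, from 1.04 to 1.13 and from 0.87 to 0.78. These are small shifts, and the larger camera adjusted p-value after it was 5.4e-06 with the replicate block. Among 10000 random lists matched on expression, length and GC, the larger 2-sided share as extreme was 0.0008. The lists draw each gene independently, so this share takes no account of genes varying together. The medians left after the correction and the matched lists argue against length and GC as the explanation for both lists. Scaling by mitochondrial RNA multiplies the other genes of a library by one factor, which cannot set a list apart from all genes, and it is no explanation of this difference. With TPM rescaled without mitochondrial genes the nearer median was 0.90 above that of all genes, a value this fixes in advance. Reads shared with near-identical genes cannot be excluded for the genes activated at the 2-cell stage, since only 3 of them had under 10% of their 31-base words in other genes. With such genes alone, the smaller difference from the median of all genes was 0.79. When the correlation between genes of a list was estimated from the libraries (0.348 and 0.713), the adjusted p-value was 0.59 for both lists. With the block the estimates were -0.016 and -0.040 and the adjusted p-value 0.389 for both. Neither p-value decides, since in simulation the first version passed for 0% of shifted sets when these shared a replicate effect, and the second for 0% even with independent noise. The estimates with the block are near 0, but each comes from 1 residual degree of freedom. A replicate effect equal in both groups cancels between them and cannot make this difference. The median log2(TPM + 1) of the oocyte genes rose from 5.37 to 6.23 in replicate 1 and from 4.46 to 5.33 in replicate 2. That of the 2-cell activated genes rose from 6.47 to 7.15 and from 6.17 to 6.66. For want of a test that decides, and not because of these p-values, the pattern cannot be told apart from genes of a list varying together in single libraries. A candidate biological explanation is slower development of the embryos in DMSO. The paper reports that embryos treated with DMSO as zygotes arrested after their first divisions. The title of its companion study says that DMSO impairs the change from maternal to embryonic transcription. The DMSO effect correlated across genes with the difference between control replicates 1 and 2 (r = 0.339), and with that between the DMSO replicates (r = 0.435). The effect is computed from the same libraries, so unequal noise between replicates can by itself give correlations of this kind. Such a shared direction may reflect differences in developmental timing between libraries, but no library of known stage was analysed here, and it cannot be told from any other difference between libraries. The pattern is a hypothesis.

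Mitochondrial genes held a larger share of TPM in DMSO-treated embryos, 15.3% and 21.7% (mean 18.5%), than in control embryos, 10.8% and 12.4%. All 13 mitochondrial genes were higher, with a median log2 fold change of 0.53, and limma called 0 of them at an adjusted p-value under 0.05, with 0 at an unadjusted p under 0.05. In the fit with the replicate block 10 were called, and 11 were at an unadjusted p under 0.05. Less RNA from other genes could give the same share as more mitochondrial RNA. The SD of the 13 log2 fold changes was 0.20, and without an added standard of known amount TPM values cannot separate these explanations.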

How the results depend on the processing

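The number of genes called depended most on the filter on low values and on the replicate block. With no filter and no block, 0 genes were called in either direction (5368 at an unadjusted p under 0.05), and 0 of the paper's listed genes. Other filters were not run with the block. The prior degrees of freedom fell from 4.59 to 2.15 in that fit. Among filters added after this was seen, a mean of at least 0.01 TPM gave 0 genes (5402 unadjusted), 0.1 TPM gave 408 and 0.5 TPM gave 2056. Without the variance trend these became 0 (5824 unadjusted), 474 and 1563, and no filter again gave 0 (5762 unadjusted). The 2470 genes are thus a result of tests among genes of at least 1 TPM.

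With the replicate block, 5132 genes were called, 1517 over 2-fold higher and 2226 lower, and 1900 of the paper's listed genes against 1215. The pairing rests on the replicate numbers, whose deviations correlated at r = 0.354. Combinations with the block added later gave 5036 genes (1737 over 2-fold higher and 1857 lower) after length and GC correction, 5037 (1733 and 1927) after median-ratio scaling and 4732 (1785 and 1783) after quantile normalization. The share of higher genes among those over 2-fold was 31.7% on the deposited values, 43.3% with median-ratio scaling, 49.1% with quantile normalization, 44.8% with length and GC correction and 43.9% with TPM rescaled without mitochondrial genes.

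With the inter-gene correlation estimated, the proteasome, eIF, RNA polymerase, ribosomal protein, 2-cell activated and oocyte families each had an adjusted p of 0.59, so their calls depend on which version of camera is used. The version with an estimate also tests on 2 residual degrees of freedom, so this is not the effect of the correlation alone. With the block as well (1 residual degree of freedom), in the same order, the values were 0.389, 0.465, 0.454, 0.465, 0.389 and 0.389. In simulation the first version passed for 0% of shifted sets that shared a replicate effect, and the second for 0% of any. Under the other alternatives run, these 6 families kept their direction and an adjusted p under 0.05. The histone methyltransferases and demethylases passed only with no filter (0.0413, range 0.0413 to 0.555 over the alternatives other than the estimated correlation). Genes expressed in both groups fell to 10639 at a group mean of at least 1 TPM.

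Genes over 2-fold without a test numbered 3951, and from 3208 to 5058 across the 4 values that each left out one library. The 65 genes of Fig. 4 and the 287 pathway genes that were lower stayed at 65 and 287 throughout, which their selection from the same libraries makes likely in advance. The median of the histone deacetylases went from -0.30 to 0.01 without DMSO replicate 1, and that of the heat shock genes from 0.04 to -0.28. For these families and the gene counts, the cause of the changes was not tested. Of the 49 genes named from the rule and the networks, 32 lost their call with no filter and 15 gained one with the replicate block. Quantile normalization lost 14 calls and gained 4, eBayes without a trend lost 12 and gained 1, and median-ratio scaling lost 11 and gained 2. TPM rescaled without mitochondrial genes lost 10 and gained 1, and a pseudocount of 0.1 lost 7. A length and GC correction lost 5 and gained 6, and a mean of at least 5 TPM gained 6. None of the 49 genes changed direction in any alternative run.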

Differences from the paper's values

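The paper reports 3742 differentially expressed genes, and 2470 were called here. Its methods name DESeq2 with a filter on mean counts, and no replicate block. A nearer count with the block therefore does not explain the difference. Of the alternatives set before the data were examined, the replicate block came within 1.5 times the paper's number, with 5132 genes, and the other 6 did not, with 0 to 2450 genes. Of those added after results were seen, the block with a length and GC correction, median-ratio scaling or quantile normalization also did (5036, 5037 and 4732 genes). The paper's 20.29% corresponds to 18443 genes, and the 20.5% here is of 12038, so these shares are not on the same base. The share was 0% with no filter, 32.8% with a mean of at least 5 TPM and 42.6% with the block, and with a mean of at least 0.1 TPM, a filter chosen after results were seen, 2.21% of 18500 genes.

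The paper reports 1415 up-regulated genes, and 761 were called over 2-fold higher here. Of the alternatives set before the data were examined, quantile normalization with 1062 genes and the replicate block with 1517 genes came within 1.5 times the paper's number, and the other 5 did not. Of those added after results were seen, a length and GC correction gave 1050 and TPM rescaled without mitochondrial genes gave 946, and the block with each of the 3 corrections or scalings gave 1737, 1733 and 1785. For the paper's 1758 down-regulated genes the order is another one, with 1642 called over 2-fold lower here, within 1.5 times the number, 2226 with the block, also within it, and 1103 with quantile normalization, outside it.

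The paper's supplementary log2 fold change of Morf4l2 is 4.41 (standard error 0.40), and here it was 3.96. With a pseudocount of 0.1 (4.30), median-ratio scaling (4.04) and quantile normalization (4.10) the difference was within the larger error. The other 4 alternatives set before the data were examined leave a gene's log2 fold change as it is, so they could not change this difference.

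The paper's text gives all its pathway terms an adjusted p-value below 0.01, while 36 of the 71 terms in its supplementary sheet as read here have a value of 0.01 or more, up to 0.047. Fig. 4 shows Hist2h2aa2 as higher in DMSO-treated embryos, and its log2 fold change here was -1.71 (limma adjusted p = 0.173, and 0.0704 with the replicate block).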

Other observations

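The tests of length and GC correction, of mitochondrial scaling, of genes varying together and of other splits of the libraries were chosen only after results had been seen.

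The lower values of the proteasome, eIF, RNA polymerase and ribosomal protein families were set against technical explanations. A correction for length and GC moved the family medians, taken from the median of all genes, from -1.11 to -1.10, from -1.44 to -1.43, from -0.95 to -0.89 and from -0.98 to -0.94. These are small shifts, and the largest camera adjusted p-value after it was 1.08e-05 with the replicate block. Among 10000 random lists matched on expression, length and GC, the largest 2-sided share as extreme was 0.002. The lists draw each gene independently, so this share takes no account of genes varying together. The medians left after the correction and the matched lists argue against length and GC as the explanation for these families. Scaling by mitochondrial RNA multiplies the other genes of a library by one factor, which cannot set a family apart from all genes, and it is no explanation of this difference. With TPM rescaled without mitochondrial genes the nearest median was -0.93 from that of all genes, a value this fixes in advance. Among members with under 10% of their 31-base words in other genes, the nearest median was -0.89 from that of all genes. Such members were 21 of 32 proteasome genes, 12 of 21 eIF subunits and 19 of 28 RNA polymerase subunits. They were only 9 of 76 ribosomal proteins, so shared reads cannot be excluded for that family as a whole. With the correlation between genes of a family estimated from the libraries, the smallest adjusted p-value was 0.59. With the replicate block the estimates were lower (-0.016, 0.238, 0.048 and 0.358 for the proteasome, eIF, RNA polymerase and ribosomal protein families) and the smallest adjusted p-value was 0.389. Neither p-value decides. In simulation the version without the block passed for 97.2% of shifted sets with independent noise, for 7.3% with library noise shared by a set, and for 0% with a replicate effect shared by a set and equal in both groups. The version with the block passed for 0% in each case. The estimates with the block are near 0 for the proteasome and RNA polymerase families and higher for the eIF and ribosomal protein families, but each comes from 1 residual degree of freedom. A replicate effect equal in both groups cancels between them and cannot make this difference. For want of a test that decides, and not because of these p-values, the pattern cannot be told apart from genes of a family varying together in single libraries.

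The 4 libraries can be split into 2 groups of 2 in 3 ways, and 1 of the 3, the real one, gave as many as 2470 genes. The split of control replicate 1 and DMSO replicate 2 against the rest, which also parts both same-numbered pairs, gave 0 genes (41 at an unadjusted p under 0.05). The split by replicate number, which keeps the pairs together, gave 0 genes (125 at an unadjusted p under 0.05). Both of these splits put a control and a DMSO library in each group. A difference between control and DMSO then counts as spread within groups, which makes few calls likely in advance. With 3 splits, a share under 0.05 cannot be reached, so chance cannot be excluded by this count.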
